A study of Mus musculus with 20 samples. Its data were reported in "Shared and organ-specific gene-expression programs during the development of the cochlea and the superior olivary complex" (2023).

How the data were processed

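RNA sequencing was used to measure gene expression in the cochlea and in the superior olivary complex (SOC) of the mouse. The SOC is a group of auditory nuclei in the brainstem. Both organs were sampled at embryonic day 16 (E16), on the day of birth (P0) and at postnatal day 16 (P16), which gave 6 groups and 20 libraries. Groups and replicate numbers were taken from the sample titles. Per the study's methods, each library came from a pool of several animals. The cochlear material was the sensory epithelium. At P0 and P16 the brain was taken out of the skull before the SOC was collected, whereas at E16 the SOC region was collected from sections of whole frozen heads. Organ went together with the mouse substrain (C57BL/6JOlaHsd for the cochlea, C57Bl6/J for the SOC), the laboratory, the library kit (NEBNext Ultra II Directional for the cochlea, TruSeq Stranded Total RNA for the SOC) and the sequencer. A difference in level between the organs therefore cannot be told apart from these. Small RNA libraries of the same study were not analysed here.

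The values are raw read counts per gene, which the authors made by aligning reads with STAR to the mouse genome build mm10 and counting them on GENCODE genes. Neither the version of the annotation nor the use of strand in the counting was stated. The deposited count table held 22734 genes and 20 libraries, with totals of 20843679 to 33109083 counts. No pair of libraries was identical. Replicate libraries differed by more than counting noise, with a chi-square per degree of freedom of 4.96 to 109 between replicates. Positions, biotypes and transcript GC content were taken from GENCODE M21, which uses the same build, for the 22637 IDs found in it (99.6%). Symbols are those of the deposited table. 124 genes had 0 and 260 had "na" in place of a symbol and are not named.

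The counts themselves showed how the table had been put together. In all 9 cochlea libraries together, no gene had a highest count of 1 to 20. The same held in the SOC for replicates 1 to 3 of E16 and P0 together (6 libraries), for replicate 4 of E16 and P0 with replicates 1 and 2 of P16 (4 libraries), and for replicate 3 of P16 alone. The smallest highest count was 21 in each of these sets. The table therefore appears to be a join of 4 tables, each filtered on its own, in which a gene left out of a table was entered as 0. Such a 0 allows up to 20 counts, which is 0.604 to 0.96 CPM depending on the library. Any other count of 0 allows up to 3 counts, or 0.0906 to 0.144 CPM. These floors cover counting error only. In all cochlea libraries 905 genes were at 0, and in all SOC libraries 5362. Of the genes with counts in some SOC library, 870, 621 and 2304 were at 0 through the SOC tables of 6 libraries, 4 libraries and 1 library.

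A gene was called detected when it had over 0.5 CPM in at least 3 libraries of a group. Genes listed in an organ were tested with edgeR 4.0.16 in R 4.3.3 with TMM factors, a quasi-likelihood fit of the 3 age groups of that organ, and the quasi-likelihood F test for P0 vs E16, P16 vs E16 and P16 vs P0. A gene was called when its Benjamini-Hochberg adjusted p was under 0.01, its fold change was over 2.5 and every library of the higher group lay above every library of the lower group. Chance alone gives such a separation in 10% of genes for 3 against 3 libraries, in 2.86% for 4 against 4 and in 5.71% for 4 against 3. The study defined its genes by the same thresholds but with DESeq2, which was run here (version 1.42.0) as an alternative. The 20 libraries were fitted together for the difference between organs at each age and for the organ by age interaction, which is the change from E16 to P16 in the cochlea minus that in the SOC, at the same adjusted p and fold change. An organ-specific gene was called in its own organ and not in the other, and passed the interaction in the same direction. Shared genes were called in both organs in the same direction. They were divided by a level difference of over 2-fold between the organs across ages. Principal components used the 500 most variable genes after the variance-stabilising transformation of DESeq2. Fold changes are on the log2 scale with standard errors (SE). A fold against a group whose libraries are all at or under a floor is given as a lower bound against that floor. CPM values are means ± SD over the libraries of a group.

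The genes named follow a rule: the 3 genes with the largest fold change in each direction for P16 vs E16 in each organ with a mean of at least 20 CPM in the higher group, and in the same way 3 genes in each direction for the interaction, with a mean of at least 20 CPM in any group. The study's own gene groups and hand-written gene lists are also named. The samples, designs, thresholds, the first set of alternatives and the rule were fixed before the data were examined, as were all lists except the forebrain list. Hand-written lists covered hair cells, myelin genes common to both glial types, Schwann cells, oligodendrocytes, potassium channels, synaptic transmission, axon guidance, cell cycle, replication histones, skeletal muscle, cartilage, bone, erythroid cells, marrow neutrophils, B-lymphoid cells, T cells, choroid plexus, Y-linked genes, Xist and Nnt. A further list, counted among the tests, is not reported here. Symbols without a match were left out, which mattered most for the T cell list (5 of 9 matched). Lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 74 tests, and again with fry and with a correlation estimated per list. A camera test of the lists on the interaction, adjusted on its own, was added after the data were seen.

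The steps were tested on simulated counts with 200 changed genes in the cochlea and 100 in the SOC. For 4-fold changes edgeR recovered 198 of 200 genes in the cochlea (20529 genes tested) and 100 of 100 in the SOC (16947 genes tested), with 0 unchanged genes called. For the interaction it recovered 87 of 100 genes, with 1 unchanged gene called among 21107. glmTreat recovered 11.5% of the changed genes in the cochlea, 4% in the SOC and none of the 100 for the interaction. With the joined table as a term, recovery was 91% in the SOC and 64% for the interaction. In the simulated list tests, camera, fry and the estimated correlation each called the 1 raised list among 21. The simulated genes were drawn independently, with a single dispersion of 0.05, and most were unchanged. The list tests were therefore not tried on correlated genes.

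Replicate numbers were checked for pairing by the correlation, across genes, of the deviations of same-numbered libraries from their group means. In the cochlea these correlations went from -0.201 to 0.395, and between SOC P16 and the earlier ages from -0.231 to 0.358, so that the numbers did not pair those libraries. Between SOC E16 and P0 all 4 correlations were positive, from 0.478 to 0.767. The numbers therefore count as pairs by this check, although the labels name no shared litter or day. Fits with the replicate number as a block were run as alternatives.

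The alternatives comprised DESeq2, RLE and upper-quartile factors, other filters and thresholds, glmTreat, the replicate block, thinning of all libraries to the smallest total, a fit of all 20 libraries, and leaving out each library in turn. Added after the data were seen were offsets adjusted for GC content, filters on genes listed in an organ, in both organs or in every joined table, a filter of 1 CPM, 0s of the joined tables set to 20 counts, the joined table as a term, a test within the joined table of 6 SOC libraries, genes with no exon sequence under the other strand, and P16 vs P0 in place of P16 vs E16. Clustering and gene ontology enrichment were not run. Fisher's exact test, two-sided, was used for genes that lie under genes of the other strand. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the checks and figures.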

Results

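The transcriptomes of the cochlear sensory epithelium and of the SOC were compared at E16, P0 and P16. The cochlea was represented by 3 libraries at each age. The SOC was represented by 4 libraries at E16, 4 at P0 and 3 at P16. Total counts ranged from 20843679 to 33109083 per library, so that a count of 0 allowed up to 0.0906 to 0.144 CPM, and up to 0.604 to 0.96 CPM where the gene had been left out of a joined table. Organ went together with substrain, laboratory, library kit and sequencer, so a difference in level between the organs cannot be told apart from these. Changes with age were therefore measured within each organ.

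Within groups, libraries deviated from each other along the GC content of the transcripts. The Spearman correlation between a library's deviation from its group mean and GC content, across genes, was over 0.3 in size in 18 of the 20 libraries and reached 0.79 in size. For transcript length this was so in 3 libraries, with a largest size of 0.404. Genes are not independent replicates, and these correlations describe the libraries only.

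**Figure D1:**
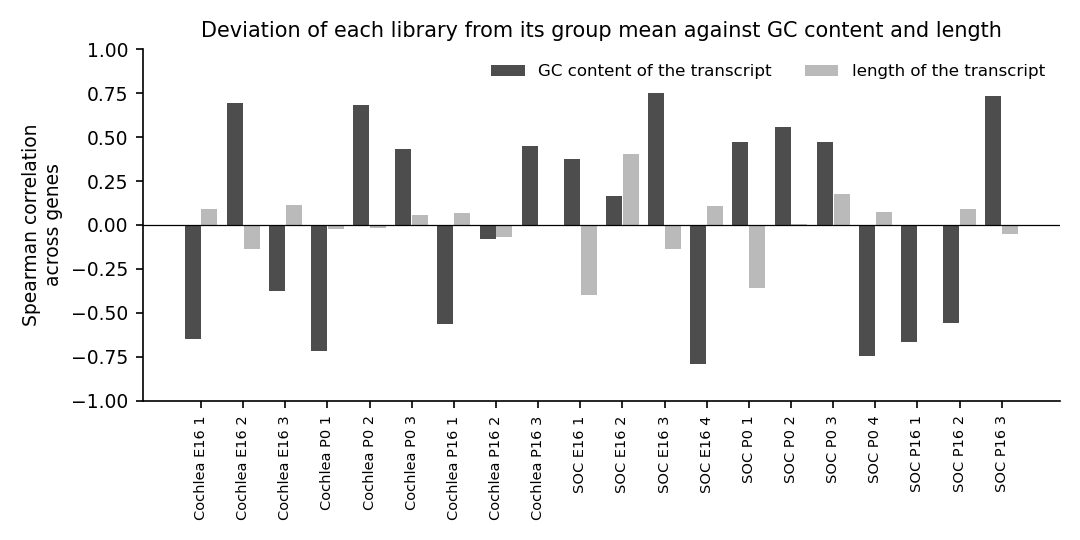
Spearman correlation across genes, for each library, between its deviation from the group mean and transcript GC content or length. For GC content the size of the correlation was over 0.3 in 18 of the 20 libraries.

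In all, 21912 genes were detected, of which 15997 were protein coding, 73.3% of the genes found in GENCODE M21. By group, 19051 genes were detected in the cochlea at E16, 19087 at P0 and 19461 at P16. In the SOC the numbers were 16014 at E16, 15602 at P0 and 14539 at P16. The rule asked for 3 of 4 libraries at E16 and P0 but for all 3 at P16. There replicate 3 had 2304 genes at 0 through a joined table of its own, in which a 0 allows up to 0.713 CPM. The lower number at P16 can therefore come in part from the rule and the join. Of the detected genes, 16448 had counts in both organs. With a minimum of 1 CPM, the alternative that moved the total most, 19908 genes were detected.

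Principal component analysis addressed which factor separated the libraries most. PC1 held 64.9% of the variance and separated the organs, with the cochlea libraries from -41.69 to -32.35 and the SOC libraries from 11.12 to 44.39. PC2 held 23.6% and followed age in both organs. Among the alternatives these shares moved most on the log2 CPM scale, to 84.7% for PC1 and 8.61% for PC2.

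**Figure D2:**
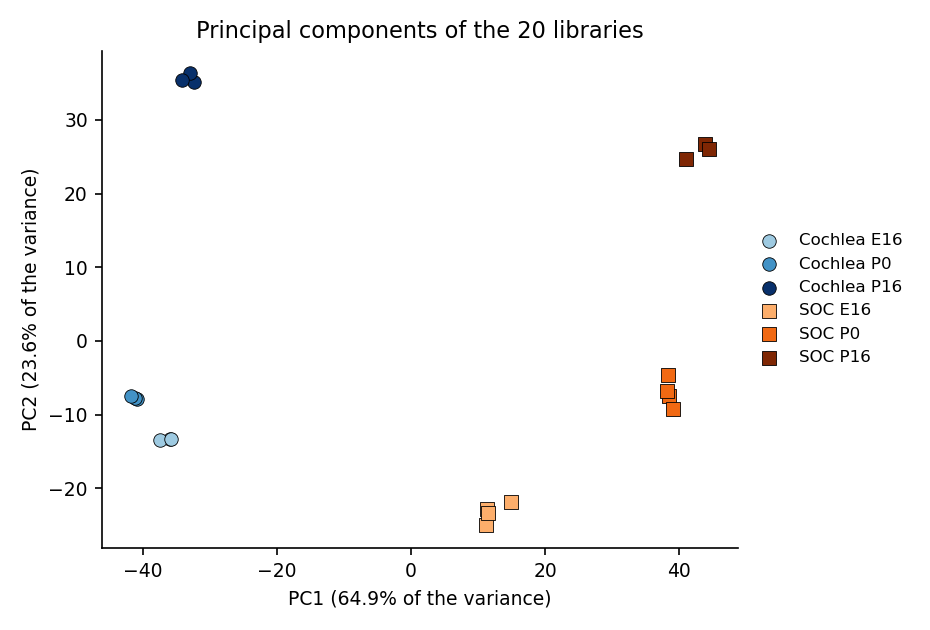
Scores of the 20 libraries on PC1 (64.9% of the variance) and PC2 (23.6%), with a point per library, by organ and age. The organs lie apart on PC1, and in each organ P16 lies apart from E16 and P0 on PC2.

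The comparison of ages asked which genes changed during development in each organ. In the cochlea 21230 genes were tested. Between E16 and P0, 997 genes were higher and 736 lower at P0. Between E16 and P16, 3139 genes were higher and 2029 lower. Between P0 and P16, 3057 genes were higher and 2231 lower. All these genes had every library of 1 age above every library of the other, which chance alone gives for 10% of genes. In total 6082 genes changed from E16 at P0 or P16. Tested against a fold change of 2.5 with glmTreat, the alternative that moved the P0 vs E16 counts most, 156 genes were higher and 54 lower at P0 vs E16. GC-adjusted offsets kept 75.2% of the P0 vs E16 calls and 98.4% of the P16 vs E16 calls in the cochlea.

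**Figure D3:**
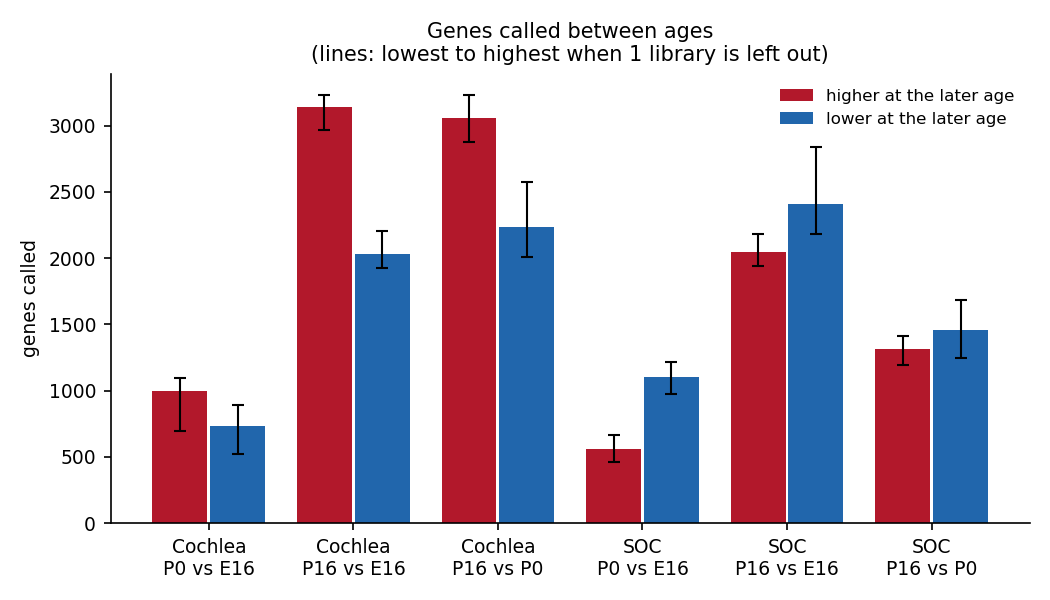
Number of genes called higher or lower between ages in each organ. The lines run from the lowest to the highest number when 1 library is left out, for example from 2966 to 3231 genes higher in the cochlea at P16 vs E16.

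The 3 genes with the largest rise from E16 to P16 in the cochlea were Glra3, Mobp and Ceacam16. Glra3 (ENSMUSG00000038257, chromosome 8, 55940460 to 56130070 in mm10) was at 0 counts in the 3 E16 libraries and at 54.95 ± 3.53 CPM (SD, n = 3) at P16, at least 454-fold higher (log2 fold change 13.55, SE 0.388, adjusted p 1.26e-08). Mobp (ENSMUSG00000032517, chromosome 9, 120149707 to 120181484) was at 0 counts at E16 and at 20.2 ± 19.5 CPM at P16, at least 167-fold higher (log2 fold change 12.13, SE 1.922, adjusted p 0.0013). Its P16 libraries ranged from 3.09 to 41.5 CPM. Ceacam16 (ENSMUSG00000014686, chromosome 7, 19852097 to 19861299) rose from 0.322 ± 0.0706 to 1279 ± 557 CPM (log2 fold change 12.01, SE 0.509, adjusted p 1.42e-08), and 23.2% of its exon sequence lies under a gene of the other strand.

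The 3 genes with the largest fall in the cochlea were Tecta, Hmga2 and Igf2bp1. Tecta (ENSMUSG00000037705, chromosome 9, 42329619 to 42399929) went from 1560 ± 40.2 CPM at E16 and 3764 ± 500.2 CPM at P0 to 6.22 ± 1.76 CPM at P16 (log2 fold change -7.90, SE 0.237, adjusted p 2.2e-09). Hmga2 (ENSMUSG00000056758, chromosome 10, 120361275 to 120476469) fell from 81.2 ± 5.66 to 0.571 ± 0.180 CPM (log2 fold change -7.09, SE 0.248, adjusted p 4.56e-09). Igf2bp1 (ENSMUSG00000013415, chromosome 11, 95957163 to 96005940) fell from 104.1 ± 1.18 to 0.931 ± 0.231 CPM (log2 fold change -6.74, SE 0.194, adjusted p 2.2e-09).

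**Figure D4:**
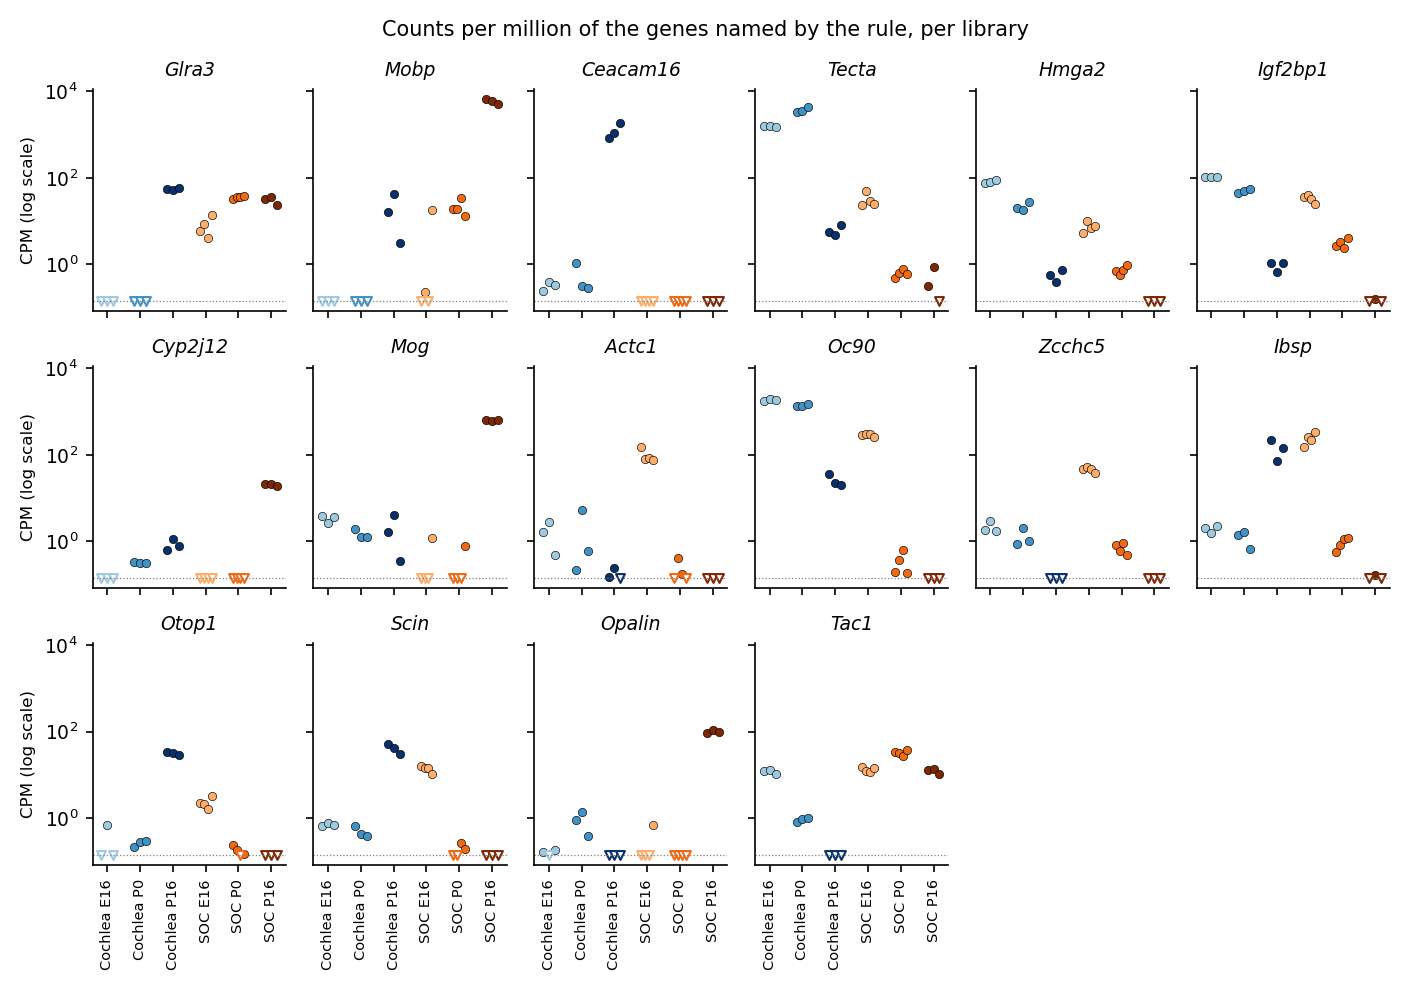
CPM (log scale) of the named genes in each library, by organ and age. Filled points lie above the dotted line at 0.144 CPM, which 3 counts give in the smallest library, and open triangles mark values at or under it. Glra3 reached 54.95 CPM on average in the cochlea at P16.

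In the SOC 17130 genes were tested. Between E16 and P0, 557 genes were higher and 1105 lower at P0, all with full separation of the libraries (2.86% by chance). Between E16 and P16, 2045 genes were higher and 2408 lower, and between P0 and P16, 1312 were higher and 1458 lower (5.71% by chance). In total 4778 genes changed from E16 at P0 or P16. The alternative that moved these counts most was again glmTreat, with 76 genes higher and 421 lower at P0 vs E16. The median log2 fold change of all genes tested was -0.15 for P16 vs E16. With upper-quartile factors it was -0.265, and for P16 vs P0 it went from -0.06 to -0.172, so that changes in the SOC at P16 are relative to such a shift.

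The 3 genes with the largest rise from E16 to P16 in the SOC were Cyp2j12, Mog and Mobp. Cyp2j12 (ENSMUSG00000081225, chromosome 4, 96099318 to 96141152) was at 0 counts at E16, in 3 of the 4 libraries through a joined table, and at 20.6 ± 1.49 CPM (SD, n = 3) at P16, at least 28.7-fold higher (log2 fold change 12.13, SE 0.465, adjusted p 3.05e-08). Mog (ENSMUSG00000076439, chromosome 17, 37010743 to 37023398) reached 614.3 ± 15.3 CPM at P16, at least 630-fold higher (log2 fold change 11.27, SE 0.987, adjusted p 8.95e-07). Its E16 mean rested on replicate 4 (1.16 CPM), with the other E16 libraries at 0 through a joined table, and without that library the log2 fold change was 17.02. Mobp rose from 4.57 ± 8.84 to 5970 ± 727 CPM (log2 fold change 10.62, SE 1.471, adjusted p 4.68e-05). Its E16 mean also rested on replicate 4 (17.84 CPM), without which the log2 fold change was 15.53.

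The 3 genes with the largest fall in the SOC were Actc1, Oc90 and Zcchc5. Actc1 (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548) was at 97.7 ± 37.3 CPM (SD, n = 4) at E16 and at 0 counts at P16, at least 307-fold lower (log2 fold change -14.07, SE 0.797, adjusted p 1.43e-07). Oc90 (ENSMUSG00000015001, chromosome 15, 65876053 to 65912397) was at 288.4 ± 23.9 CPM at E16 and at no more than 1 count at P16, at least 907-fold lower (log2 fold change -13.71, SE 0.458, adjusted p 1.42e-09). Zcchc5 (ENSMUSG00000047686, chromosome X, 106837082 to 106840644) was at 46.0 ± 5.36 CPM at E16 and at 0 counts at P16, at least 145-fold lower (log2 fold change -12.98, SE 0.42, adjusted p 4.48e-09). At P0 these genes were already at 0.182, 0.343 and 0.71 CPM. Oc90 was also abundant in the cochlea, with 1841 ± 80.5 CPM at E16.

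**Figure D5:**
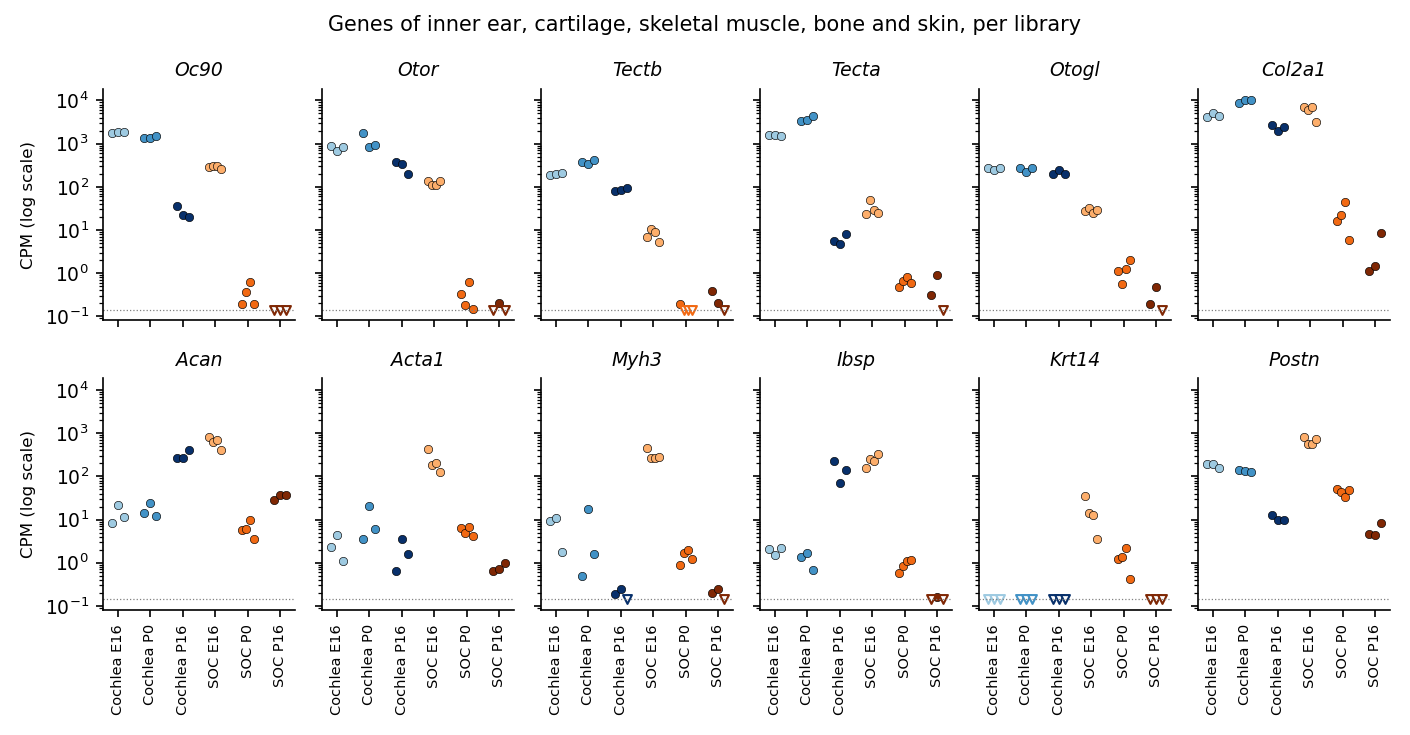
CPM (log scale) of 12 genes in each library, by organ and age. The genes were chosen after their values were seen. Filled points lie above the dotted line at 0.144 CPM and open triangles at or under it. Oc90 lay between 254.5 and 305.7 CPM in the 4 SOC libraries at E16.

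Whether the organs shared their changes was asked of the 16448 genes tested in both. At P16 vs E16, 915 genes were called higher in both organs, against 246.5 for independent calls, and 884 lower in both, against 236.9. Opposite directions were called for 217 genes, against 491.8, of which 168 were higher in the cochlea and lower in the SOC and 49 the reverse. Of the 2016 genes called in both organs, 89.2% had the same direction. The organs have no library in common. Across genes the log2 fold changes correlated with Pearson's r of 0.416 and Spearman's rho of 0.5002, where genes are not independent replicates. The value that differed most was 0.555, on genes with counts in every joined table. Divided by level, 485 of the shared genes were over 2-fold higher in the cochlea, 508 in the SOC and 806 in neither. Among the shared genes that rose, these numbers were 143, 375 and 397. Among those that fell, they were 342, 133 and 409. The division by level carries the confounding of organ with kit and laboratory.

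A call in a single organ does not show a difference between organs. In the cochlea alone 3152 genes were called, and in the SOC alone 2437. The interaction tested the difference itself, and 3091 genes passed, 2037 with the higher change in the cochlea and 1054 with the higher change in the SOC. Under glmTreat, which moved this count most, 1395 genes passed. Of the genes called in a single organ, 798 were specific to the cochlea by the interaction (521 higher, 277 lower at P16) and 1160 to the SOC (431 higher, 729 lower). Genes at 0 in every library of an organ, 5362 in the SOC and 905 in the cochlea, have no change that can be estimated there. The interaction and organ-specific numbers therefore leave them out, whereas the 3152 and 2437 calls in a single organ do not. Of the shared genes 381 passed the interaction, as did all 217 genes with opposite directions. With P0 in place of E16, 2783 genes passed, and 1524 genes passed in both versions in the same direction. These versions share their P16 libraries. Among 20831 genes of simulated unchanged groups 1 passed from E16 and 0 from P0, from which 0 in both followed. At an unadjusted p under 0.05, 198 of them were so in both in the same direction. The simulation held no changed genes, so it cannot tell how far the shared libraries raise the number in both.

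The 3 genes with the largest interaction in favour of the cochlea were Ibsp, Otop1 and Scin. For Ibsp (ENSMUSG00000029306, chromosome 5, 104299171 to 104311469) the cochlea rose from 1.93 ± 0.345 to 145.5 ± 75.5 CPM and the SOC fell from 241.1 ± 73.0 to 0.0938 ± 0.0840 CPM (interaction 17.35, SE 0.782, adjusted p 2.85e-11). For Otop1 (ENSMUSG00000051596, chromosome 5, 38275972 to 38304217) the interaction was 16.01 (SE 1.261, adjusted p 7.41e-08), and for Scin (ENSMUSG00000002565, chromosome 12, 40059769 to 40134228) it was 14.02 (SE 0.566, adjusted p 1.09e-11). With values at the floor set to it, the interactions were 15.75, 9.55 and 11.34. Without cochlea E16 replicate 2 the fitted value of Otop1 was 21.4.

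The 3 genes with the largest interaction in favour of the SOC were Mog, Opalin and Tac1. For Mog the interaction was -11.86 (SE 1.18, adjusted p 4.05e-07). For Opalin (ENSMUSG00000050121, chromosome 19, 41061710 to 41077113), at 98.99 ± 7.47 CPM in the SOC at P16, it was -11.68 (SE 2.01, adjusted p 0.000344). For Tac1 (ENSMUSG00000061762, chromosome 6, 7554879 to 7565834) it was -11.28 (SE 0.523, adjusted p 2.05e-10), with a fall in the cochlea from 12.1 ± 1.23 CPM to 0 counts and little change in the SOC. With values at the floor set to it, the interactions were -10.05, -7.42 and -6.65. Without SOC E16 replicate 4 the fitted values of Mog and Opalin were -17.72 and -16.81.

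Between the organs, 9716 genes differed at E16, 12038 at P0 and 11954 at P16, of which 7215, 8692 and 8913 were higher in the cochlea. Of these, 5142, 5166 and 5188 genes had counts in a single organ. With the 0s of the joined tables set to 20 counts, 1765, 1890 and 1963 of the latter were still called. On genes listed in both organs the counts were 4450, 6793 and 6707. The lowest counts under an alternative were 3571, 5709 and 5362, on genes with counts in every joined table.

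Gene lists asked which cell types and processes moved with age. Of 74 tests, 38 had a camera adjusted p under 0.05, and all 38 held under fry, which called 51. With an estimated correlation none passed (0 of 74, with 19 at an unadjusted p under 0.05). The following values are medians of log2 fold changes for P16 vs E16, with the median after setting values at the floor to it in parentheses. Hair cell genes rose in the cochlea by 3.44 (3.47) and potassium channels by 3.79 (3.73), and the myelin genes common to both glial types by 4.55 (4.48). In the SOC the corresponding values were -1.44 (-1.40), 2.82 (2.48) and 8.19 (7.95). Synaptic transmission rose by 2.26 (2.21) in the cochlea and 2.33 (1.99) in the SOC. Cell cycle genes were at -2.56 (-2.37) and -3.88 (-4.18), replication histones at -2.63 (-1.62) and -4.45 (-4.72), and axon guidance at -0.76 (-0.85) and -0.99 (-1.31). These lists were called in both organs except hair cell genes in the SOC (adjusted p 0.179).

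Schwann cell genes were at 5.66 (5.59) in the cochlea and -1.86 (-1.73) in the SOC, and oligodendrocyte genes at 0.92 (1.24) and 8.46 (7.09). The Schwann cell list was called in the cochlea but not in the SOC (camera adjusted p 0.113). The oligodendrocyte list was called in the SOC but not in the cochlea (camera adjusted p 0.398). The oligodendrocyte value in the cochlea was 0.54 without P16 replicate 2 and 1.48 without P16 replicate 3. The difference between the organs was 8.19 (8.33) for the Schwann cell list, with a camera adjusted p of 4.5e-06 and 0.0259 with an estimated correlation. For the oligodendrocyte list it was -5.99 (-5.26), with 5.39e-07 and 0.032. Bone differed by 7.05 (7.49), with 2.97e-06 and 0.0259, and cartilage by 7.28 (6.90), with 5.39e-07 and 0.0259. These 4 lists, of 17 tested, passed with the estimated correlation. The test of lists between the organs was added after the data were seen and adjusted over these 17 tests alone.

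Lists for tissues next to the organs also moved. In the cochlea bone was at 5.62 (5.44), marrow neutrophils at 3.67 (4.31) and B-lymphoid genes at 3.02 (4.10). Cartilage at 0.41 (0.34), erythroid at 1.13 (1.61), choroid plexus at 0.58 (0.50), T cells at -0.34 (-0.36), skeletal muscle at -0.19 (-0.22) and Y-linked genes at 0.35 (0.27) were not called there. Without cochlea P16 replicate 3 the erythroid value was 0.396. In the SOC skeletal muscle was at -6.58 (-6.05), cartilage at -7.54 (-7.08), bone at -2.82 (-3.12) and erythroid genes at -2.32 (-2.65), all called. Marrow neutrophils at -1.01 (-1.32), B-lymphoid genes at -2.02 (-1.03), choroid plexus at -3.16 (-3.04), T cells at -1.29 (-0.43) and Y-linked genes at -0.13 (-0.46) were not called. Without SOC P16 replicate 3 the T cell value was -0.48. Xist lay between 428.4 and 1345 CPM in the cochlea and between 31.1 and 274.5 CPM in the SOC. Nnt lay between 53.5 and 99.3 CPM in the cochlea and between 14.6 and 44.3 CPM in the SOC.

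The gene groups that the study named were chosen on these same libraries, so these counts are no independent evidence. At P16 vs E16, 17 of 17 cochlea-induced genes tested were called higher in the cochlea, and 7 of 18 cochlea-repressed genes lower. Of 10 cochlea-induced genes tested in the SOC, 1 was called higher and 5 lower. The study describes the cochlea-repressed genes as peaking at P0, and 8 of 18 were called lower in the cochlea at P16 vs P0. In the study's text both cochlea groups come from clusters shared by the organs. In the SOC 17 of these 18 cochlea-repressed genes were called lower at P16 vs E16, 12 at P0 vs E16 and 3 at P16 vs P0. Of the SOC groups, 10 of 10 induced genes were higher and 9 of 12 repressed genes lower in the SOC. In the cochlea 7 of 10 of these induced genes were called higher as well, and 5 of 8 of the repressed genes lower. The genes repressed in both organs were lower in 10 of 10 in each organ, and those induced in both were higher in 3 of 6 in the cochlea and 6 of 6 in the SOC. Of the miR-96 and miR-182 targets, 3 of 5 were higher in the cochlea and 5 of 5 in the SOC, and of the let-7b and miR-29 targets, 3 of 20 were lower in the cochlea and 18 of 20 in the SOC. Adjusted over the list alone, these counts were the same. Across all contrasts the adjustment changed a single count, from 4 to 7 of the genes repressed in both organs at P0 vs E16 in the cochlea.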

Values the study reported

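The study reported that 19,908 genes were detected, of which 15,409 (77%) were protein coding. It reported 5,017 differentially expressed genes in the cochlea and 4,925 in the SOC, with 3,717 down-regulated and 4,333 up-regulated genes in the whole dataset.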

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

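The tests of skeletal muscle in the SOC libraries and of bone and marrow in the cochlea libraries were chosen before their results were seen. So were thinning to a common total and leaving out each library in turn. All other tests of an explanation in this part were chosen only after.

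Within the groups of 4 SOC libraries, 10 of 75 values had a library farther from the others than Dixon's critical value for 4 libraries, where chance gives 3.8. Of these, 6 concerned SOC E16 replicate 4. It lay at 14.86 on PC1, against 11.12 to 11.50 in replicates 1 to 3. Mobp was at 17.84 CPM, Mog at 1.16 CPM and Opalin at 0.688 CPM. The mean log2 CPM of the myelin list was 3.78 and that of the oligodendrocyte list 1.72. Mobp had counts in replicates 1 to 3, and replicate 4 was 77.3-fold above the highest of them, which argues against 0s entered for a gene left out of a joined table. For Mog and Opalin this cannot be told apart from such 0s, since replicates 1 to 3 were at 0 through their table and the Mog count in replicate 4 was 1.35 times the 20 counts that a 0 allows. Embryos of a later stage stay open. On a scale from the E16 level (0) to the P0 level (100) of replicates 1 to 3, the 2072 genes that were called between these replicates and had counts in the joined table of replicate 4 as well had a median position of 8.3 in this library. It was -1.36 for genes higher at P0 and 10.6 for genes lower at P0, and values that go both ways do not decide. RNA or reads of SOC P16 replicates 1 and 2, which share a joined table with this library, may be a source. Of 11 other transcripts abundant at P16, 9 were highest in replicate 4 among the E16 libraries, but 3 had over 20 counts, too few to decide. SOC P0 replicate 4, of the same joined table, was highest among the P0 libraries for 4 of 5 such transcripts. There 0 had over 20 counts, again too few to decide. More oligodendrocytes in the dissected pieces stay open too. A difference between the joined tables cannot be told apart from a difference of SOC E16 replicate 4 from the rest of its group. Apart from the later stage, no biological explanation was tested, since no label sets this library apart. Without it, the log2 fold changes for P16 vs E16 were 17.02 for Mog and 15.53 for Mobp, and 2835 genes were lower.

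SOC P0 replicate 4 stood apart for Mog at 0.794 CPM, with the others at 0 through their joined table. Its count of 21 is close to the 20 counts that such a 0 allows, so the counts are too few to tell the libraries apart. The hair cell list had a mean log2 CPM of -0.721, against -0.292 to -0.258 in replicates 1 to 3. This library may hold forebrain tissue, for which a list gave a median log2 ratio of 0.93 over replicates 1 to 3. Whether that bears on the hair cell list was not tested.

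SOC E16 replicate 1 stood apart for Actc1 at 153.5 CPM and for the skeletal muscle list, with a mean log2 CPM of 6.36 against 5.26 to 5.35 in the other replicates. Skeletal muscle carried along from the whole heads may be the source. The genes of the list had a spread between the SOC E16 libraries 2.53 times that of random lists of the same level, and the library with the highest values was replicate 1. The abundant transcripts Acta1 and Myh3 had means of 232.6 and 314.6 CPM in the SOC at E16, and 0.788 and 0.147 CPM at P16. No biological explanation was tested for the difference between replicates.

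The changes from E16 to P16 differed between the organs for 3091 genes by the interaction, and 217 genes were called in opposite directions. Among 60 splits of the libraries, 2 gave as many interaction genes, the real split included. The other gave 3809 genes and mixed the cochlea ages while it kept the SOC ages apart. At an unadjusted p under 0.05 the other splits gave up to 9300 genes, against 8197 in the real split. A GC content trend, unequal totals and the joined tables were argued against as the whole cause. Of the 3091 genes, 93.4% were kept with GC-adjusted offsets, 97.1% with all libraries thinned to a common total, 87.5% with the 0s of the joined tables set to 20 counts and 85.8% with the joined table as a term. In the SOC the correlation with GC content was -0.79 to -0.556 in the joined table of 4 libraries and 0.164 to 0.753 in the others. GC content and joined table are therefore not separate explanations there. The joined table as a term rests on replicate 4 of SOC E16 and P0, which stood apart in other measures. Reads shared with genes of the other strand were argued against as well, since 71.1% of the genes had no exon sequence under the other strand, against 69.4% of all genes listed in both organs. Head tissue around the SOC at E16 is a candidate source for a part of these genes. It is argued against as the whole cause for the 1524 genes that also passed with P0 in place of E16, where the brain had been taken out of the skull. Tissue left around the SOC at P0 is not excluded by this. Postn was at 33.28 to 49.66 CPM in the SOC at P0 and at 4.456 to 8.307 CPM at P16. Of the 1567 other interaction genes, 429 had the higher change in the SOC, opposite to what tissue lost from the SOC after E16 gives. For the 1138 with the higher change in the cochlea, head tissue at E16 stays open. Of these, 59% were more than 2.5-fold lower at P0 than at E16 in the SOC, against 10.2% of all genes tested. These values share the E16 libraries with the interaction, so the source cannot be told apart from development of the SOC. Organ itself, with the laboratory and kit that go with it, also stays open.

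The named genes with such differences were Ibsp (17.35), Otop1 (16.01), Scin (14.02), Mog (-11.86), Opalin (-11.68) and Tac1 (-11.28), as log2 differences between the organs. From P0 in place of E16 the values were 9.99, 11.94, 7.99, -11.07, -19.46 and -6.33, in the same directions. With values at the floor set to it they were 8.35, 6.07, 5.61, -8.98, -10.16 and -1.67. These genes are among the 1524 that passed in both versions, so the head tissue at E16 could be the source of a part of the Ibsp, Otop1 and Scin values at most. The Ibsp value from P0 held a rise in the cochlea, from at most 1.669 CPM at P0 to 71.28 to 222.1 CPM at P16. Bone carried along in the cochlea dissection, taken up below, stays open for this rise.

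Among gene lists, the Schwann cell list (8.19) and the oligodendrocyte list (-5.99) differed between the organs, and so did bone (7.05) and cartilage (7.28). Schwann cells in the cochlea and oligodendrocytes in the SOC are a candidate explanation of the glial lists that stays open. With an estimated correlation the adjusted p was 0.0259 for the Schwann cell list and 0.032 for the oligodendrocyte list, but the lists were picked by these values, which therefore say nothing about the source. In the cochlea at P16 Prx was at 810.2 CPM, and in the SOC at 1.09 CPM. The bone and cartilage differences combine a fall from the SOC E16 samples with, for bone, a rise in the cochlea. In the cochlea P16 libraries the neutrophil list varied between replicates 7.35 times as much as random lists of the same level, and bone 3.55 times, both highest in replicate 3. Bone genes were at a mean log2 CPM of 5.144, 4.168 and 5.335 in replicates 1 to 3, and neutrophil genes at 1.6, 1.553 and 4.241. Both lists had the same order of replicates, and the preset test on a shared highest replicate was met. Bone stood apart mainly by a low replicate 2, and neutrophil genes by a high replicate 3. With 3 libraries it cannot be decided whether the lists varied together. Bone carried along in the dissection may account for a part of the rise, but a source shared with marrow was not shown. Growth of bone around the cochlea stays open, as untested.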

How the results depend on the processing

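Alternatives on GC content, joined tables, genes listed at 0, the 1 CPM filter, strand and the earlier age were chosen after the data were seen. Across 33 settings, 434 of 486 values of the main results stayed within 1.5 times the count, or within 1 SD (8.47 for PC1, 6.74 for PC2, 0.0444 for the correlation), and 52 did not. Leaving out 1 library moved no count by over 1.5 times. The SDs are jackknife SDs over these same fits and so test nothing there: PC1 ran from 62.42% to 68.5%, PC2 from 20.71% to 25.66% and the correlation from 0.3901 to 0.4376.

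With glmTreat the test itself is against a fold change of 2.5, and in the self-test it recovered 11.5% of the changes planted in the cochlea, 4% in the SOC and none for the interaction. It gave 156 genes higher and 54 lower in the cochlea at P0 vs E16, 1813 and 915 at P16 vs E16, 1475 and 951 at P16 vs P0, and 2836 in total. In the SOC it gave 76 and 421, 1045 and 1284, 562 and 453, and 2409 in total. It gave 446 and 346 shared genes, 64 in opposite directions, 1395 interaction genes, and 438 and 500 genes specific to the cochlea and the SOC.

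With a fold change over 2, a wider limit, the cochlea had 1560 genes higher and 1220 lower at P0 vs E16, the SOC had 950 higher, and 329 went in opposite directions. Fewer genes tested gave fewer calls. On genes with counts in every joined table, the cochlea had 428 and 334, 1780 and 1239, and 1639 and 1249 genes in the order above, 3356 in total, and 3571, 5709 and 5362 genes differed between the organs. On genes listed in both organs, 4450, 6793 and 6707 differed. With P16 vs P0 in both organs there were 499 and 527 shared genes, with 149.2 and 141.8 by independent calls, and 112 in opposite directions.

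The correlation between organs was 0.501 with 0s set to 20 counts, 0.362 for P16 vs P0, 0.5002 as Spearman's rho, 0.555 on genes with counts in every joined table and 0.479 with the joined table as a term. On the log2 CPM scale PC1 held 84.7% and PC2 8.61%. The cause was not tested. With a level difference over 4-fold, 229 shared genes were higher in the cochlea, 245 in the SOC and 1325 in neither. Without genes that overlap the other strand, 309 were higher in the cochlea.

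With an estimated correlation 0 of the 38 list tests were called (19 of 74 tests at an unadjusted p under 0.05). Of the list values, 316 were the same under the alternatives, 38 weaker, 13 stronger and 3 reversed. Those reversed were axon guidance in the SOC at P0 vs E16, at 0.00736 with 0s set to 20 counts and at 0.0155 with RLE factors, and Y-linked genes in the SOC at P16 vs E16, at 0.253 with the replicate block. All lie near 0, and the cause was not tested.

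Leaving out 1 library reversed 25 values of 13 list tests. In the cochlea at P0 vs E16 these ran from -0.0897 to 0.106 for axon guidance, -0.201 to 0.429 for Y-linked genes, -0.574 to 0.00181 for replication histones, -0.229 to 0.915 for skeletal muscle and -0.0297 to 0.298 for synaptic transmission, which was called without cochlea P0 replicate 1. At P16 vs E16 they ran from -0.669 to 0.0309 for T cells and -0.556 to 0.153 for skeletal muscle. In the SOC at P0 vs E16 they ran from -0.823 to 0.140 for B-lymphoid genes, -0.0932 to 0.0322 for axon guidance, -0.00536 to 0.270 for hair cells, -0.593 to 0.0973 for Y-linked genes and -0.00422 to 0.918 for oligodendrocytes. At P16 vs E16 they ran from -0.549 to 0.225 for Y-linked genes.

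For the named genes, all 323 alternative values and 240 values without 1 library kept their direction and their side of the threshold. Fitted sizes depend on the floor: with 0s set to 20 counts the log2 fold change of Cyp2j12 was 5.25 and the interaction of Otop1 10.06.

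The replicate block gave 591 genes higher and 1208 lower in the SOC at P0 vs E16, and 3817 interaction genes. In the E16 and P0 libraries alone the block gave 654 and 1303 genes, and with GC-adjusted offsets 589 and 1347. It moved no count of the main results by over 1.5 times, and among lists it changed the direction of the Y-linked genes only. Within the joined table of replicates 1 to 3 alone, 770 genes were higher and 1448 lower, and 1586 of the 1662 calls were kept. Depth limits genes at 0: a count of 0 allows up to 0.144 CPM, or 0.96 CPM where a joined table left the gene out.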

Other observations

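The tests of neutrophil, B-lymphoid and bone genes in the cochlea were chosen before their results were seen. So were thinning to a common total and leaving out each library in turn. All other tests of an explanation in this part were chosen only after.

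In the cochlea at P16, replicate 3 was highest for neutrophil, B-lymphoid, bone and erythroid genes and also for cell cycle genes and replication histones. The spread between the P16 libraries was 7.35 times that of random lists of the same level for neutrophil genes, 5.09 times for B-lymphoid, 9.06 times for erythroid, 4.83 times for cell cycle genes and 7.24 times for replication histones. Marrow carried along in the dissection may be the source. Bone genes had the same order, with a mean log2 CPM of 5.144, 4.168 and 5.335 in P16 replicates 1 to 3, but replicate 2 stood apart. Neutrophil genes were at 1.6, 1.553 and 4.241. With 3 libraries a source shared with bone was neither shown nor excluded. S100a9 and S100a8, abundant in neutrophils, reached 79.1 and 50.4 CPM at the highest in these libraries. Without replicate 3 the cell cycle median for P16 vs E16 was -3.13 in place of -2.56, so that the fall in dividing cells could be understated by this library.

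Transcripts abundant in the cochlea appeared in the SOC at E16. Of 64 genes abundant in the cochlea at E16 and under 1 CPM in the SOC at P0 and P16, 79.7% were over 1 CPM in the SOC at E16, and 13 were over 10 CPM. In the mirror tests 3.45% of 29 genes were so at P0 and 20% of 95 genes at P16. The SOC level was 9.14% of the cochlea level at the median, and the levels correlated across genes with Spearman's rho of 0.67. Inner ear and other head tissue in the SOC samples at E16, which were collected from whole heads, may be the source. This argues for caution with genes that fell in the SOC from E16. Such tissue at E16 is argued against as the whole cause, since 1138 of the 2408 genes lower at P16 vs E16 were also lower at P16 vs P0. Tissue left around the SOC at P0 is not excluded by this. These comparisons share their P16 libraries. Among 16740 genes of simulated unchanged groups 0 were called lower in either comparison, from which 0 in both followed, with 122 lower in both at an unadjusted p under 0.05. With no changed genes the simulation cannot tell how far the shared libraries raise the number in both.

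Genes under genes of the other strand were often at 0 in the cochlea. Of 35 protein-coding genes with counts in the SOC and over 75% of their exon sequence under the other strand, 48.6% were at 0 in the cochlea, against 4.17% of 10529 uncovered genes (odds ratio 21.7, two-sided Fisher's exact p 1.04e-14). In the mirror test in the SOC it was 28.0% of 25 genes against 8.27% (odds ratio 4.31, two-sided Fisher's exact p 0.00341). The exact test was chosen after these shares were seen. Counting of the cochlea reads without regard to strand, where reads under overlapping genes are dropped, may be a source.

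SOC P0 replicate 4 held genes of the forebrain. Mef2c was at 635 CPM against 39.6 to 39.8 CPM in replicates 1 to 3, Neurod6 at 155 against 18.3 to 24.3 CPM, and Tbr1 at 9.98 CPM. Genes seen before the test, these among them, prompted it and were left out of it. A list written then, of which 13 of 15 genes matched, was higher in replicate 4 for 11 genes. For 2 of these, with 27 counts each, the other replicates were at 0 through their joined table, which leaves them undecided. With such 0s taken as 20 counts the median log2 ratio was 0.93, at percentile 100 of 10000 random lists of the same level. Forebrain tissue in this sample may be the source. No label sets it apart, and no biological explanation was tested.

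Libraries deviated from their groups along GC content, with a median size of the Spearman correlation of 0.562 across the 20 libraries, whereas for transcript length it was 0.082. A GC content bias between libraries is a candidate explanation. A length bias was argued against for most libraries, but 3 SOC libraries were over 0.3 in size with length, at up to 0.404, and for these it stays open. Same-numbered SOC libraries of E16 and P0 deviated together. With the GC trend taken out the lowest of the 4 correlations was still 0.241, which argues against GC content as the whole cause. Within the joined table of replicates 1 to 3 the correlations were 0.609, 0.262 and 0.086, against 0.561, 0.52 and 0.478 across all SOC libraries of these ages. That of replicate 1 was not lower there, whereas for replicates 2 and 3 a difference between the joined tables cannot be told apart from pairing.

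For the genes called between ages, GC content, unequal totals and the joined tables were argued against as the whole cause. With GC-adjusted offsets 75.2% of the P0 vs E16 calls and 98.4% of the P16 vs E16 calls were kept in the cochlea, and 95.9% and 93.1% in the SOC. Thinned to a common total, 89.8% and 96.4% were kept in the cochlea and 98.6% and 98.7% in the SOC. With the joined table as a term 99.4% and 91.3% of the SOC calls were kept, and with the 0s of the joined tables set to 20 counts 98.8% and 93.9%. In the SOC the GC deviations of the libraries went with the joined tables, so these are not separate tests there.

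Among the 10 splits of the 6 cochlea libraries, 1 gave as many genes for P0 vs E16, for P16 vs E16 and for P16 vs P0, the real split. With 10 splits no share under 0.1 can be reached. The 9 other splits gave 0 genes in each of these comparisons, with at most 3635, 855 and 2967 genes at an unadjusted p under 0.05, against 11010, 13960 and 14461 in the real split. Among the 35 splits of the SOC libraries, 1 gave as many genes for each of these comparisons, the real split. The other SOC splits gave at most 0, 0 and 1 genes. At an unadjusted p under 0.05 they gave at most 4260, 8331 and 7000 genes, against 7523, 11281 and 9595 in the real split. For P0 vs E16, 8 of the 35 SOC splits part all 4 pairs, and 1 of them gave as many. The split along the joined tables gave fewer genes than the real split for SOC P16 vs E16 and P16 vs P0. Between the organs, 1 of 35 splits gave as many at E16 and at P0, and 1 of 10 at P16. The next largest were 6258 and 7661 genes, with SOC replicates 1 to 3 against the rest. For gene lists, 4 of 10 splits gave as many called lists in the cochlea for P0 vs E16, and 4 of 10 for P16 vs E16. In the SOC it was 12 of 35 and 14 of 35. In both organs other groupings of the libraries therefore often gave as many lists called by camera.

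With a minimum of 1 CPM in place of 0.5 CPM, 19908 genes were detected here. That equals the number of detected genes quoted from the study above, for which the lower minimum was stated. Which minimum had been used was not tested.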
